# Transcription Factor RFX2 Is a Key Regulator of Mouse Spermiogenesis

**DOI:** 10.1038/srep20435

**Published:** 2016-02-08

**Authors:** Yujian Wu, Xiangjing Hu, Zhen Li, Min Wang, Sisi Li, Xiuxia Wang, Xiwen Lin, Shangying Liao, Zhuqiang Zhang, Xue Feng, Si Wang, Xiuhong Cui, Yanling Wang, Fei Gao, Rex A. Hess, Chunsheng Han

## Abstract

The regulatory factor X (RFX) family of transcription factors is crucial for ciliogenesis throughout evolution. In mice, *Rfx1-4* are highly expressed in the testis where flagellated sperm are produced, but the functions of these factors in spermatogenesis remain unknown. Here, we report the production and characterization of the *Rfx2* knockout mice. The male knockout mice were sterile due to the arrest of spermatogenesis at an early round spermatid step. The *Rfx2-*null round spermatids detached from the seminiferous tubules, forming large multinucleated giant cells that underwent apoptosis. In the mutants, formation of the flagellum was inhibited at its earliest stage. RNA-seq analysis identified a large number of cilia-related genes and testis-specific genes that were regulated by RFX2. Many of these genes were direct targets of RFX2, as revealed by chromatin immunoprecipitation-PCR assays. These findings indicate that RFX2 is a key regulator of the post-meiotic development of mouse spermatogenic cells.

Spermatogenesis is a complex yet highly regulated developmental process that involves the proliferation and differentiation of spermatogonia, the meiosis of spermatocytes and post-meiotic development of spermatids, which includes the formation of the acrosome, condensation of the chromatin, disposal of extra cytoplasm, and generation of the flagellum^1^. The post-meiotic development, also known as spermiogenesis, is dependent on the accurate expression of a large number of testis-specific genes, the disruption of which often results in spermatogenic defects and male infertility^2^,^3^. Up to now, a limited number of transcriptional factors have been reported to be directly involved in the regulation of these testis-specific genes^4^,^5^,^6^. Bioinformatics screening for tissue-specific regulatory motifs in mouse genes revealed that the transcription factor binding sites of regulatory factor X (RFX) were significantly enriched in the promoters of testis-specific genes^7^,^8^,^9^, indicating that RFX transcriptional factors may be potential regulators and important for mouse spermatogenesis.

RFX proteins were initially identified in mammals as the regulatory factor that binds to the X-box motif in MHCII gene promoter^10^. In vertebrates, this family consists of seven members (RFX1-7) characterized by a highly conserved 76-residue winged-helix DNA binding domain^11^, with similar DNA-binding specificities^12^. RFX proteins are critical for development and involved in various devastating disease conditions. Their most prominent function that has been conserved throughout evolution is the pivotal role in regulating ciliogenesis. Cilia, including flagella, are microtubule-based organelles that project from the surface of most eukaryotic cells and have evolved to perform diverse roles in motility, signaling, and sensory reception^13^,^14^,^15^. Defects in ciliary assembly and function result in various disorders commonly known as ciliopathies. In *C. elegans*, the RFX transcription factor DAF19 is expressed in ciliated sensory neurons and its disruption results in the absence of sensory cilia^16^. Two *Rfx* genes, *dRfx* and *dRfx2*, have been identified in *D. melanogaster*. The *dRfx* gene was essential for the differentiation of ciliated sensory neurons^17^. Knockdown of *Rfx2* in *Xenopus* interfered with cilia assembly and resulted in cilia-defective embryonic phenotypes^18^,^19^, while in zebrafish *Rfx2* knockdown resulted in reduced Kupffer’s Vesicle ciliary length and perturbations in left-right asymmetry^18^,^19^. In mice, RFX family members have diverse functions, with RFX3 and RFX4 linked to ciliogenesis. *Rfx3*-deficient mice displayed frequent left-right asymmetry defects caused by abnormalities in nodal cilia^20^. Analysis of *Rfx4* mutant (RFX4^L298P^) mice demonstrated that RFX4 modulates SHH signaling by regional control of ciliogenesis^21^. Although the RFX homologs broadly participated in regulating ciliogenesis throughout the evolutionary tree, none has been reported to be required for sperm flagellum biogenesis, which is intrinsically similar to ciliogenesis.

*Rfx1-3* have been reported to be highly expressed in mouse testis twenty years ago^12^, and *Rfx4* more recently^22^. Using mutant mice models, the functions of RFX1, RFX3 and RFX4 have been well investigated^20^,^21^,^23^. However, despite the high expression of these genes in mouse testis and their potential roles in regulating numerous testis-specific genes, none has been reported to play an essential role in mouse spermatogenesis. Up to now, the physiological functions of RFX2 in mouse development have remained obscure, but its potential role in spermatogenesis is particularly interesting for following reasons: 1) The expression of *Rfx2* in the testis is several hundred fold higher than in other tissues^12^. 2) *Rfx1-4* mRNAs are expressed at high levels in round spermatids, but only *Rfx2* is highly expressed from pachytene spermatocytes to round spermatids^24^,^25^. 3) Previous studies reported that RFX2 is a potential regulatory factor for several testis-specific genes, such as germline-specific *H1t* and *Alf*^24^,^26^.

To investigate the role of RFX2 in mouse spermatogenesis, we inactivated *Rfx2* using homologous recombination. We report that male *Rfx2*^*−/−*^ mice were sterile due to complete blockage of spermatogenesis in the round spermatid phase of spermiogenesis. Round spermatids did not generate flagella and failed to differentiate into elongated spermatids, becoming detached from the seminiferous epithelium either individually or in clusters. Disruption of spermiogenesis was accompanied by apoptosis, associated with altered mRNA levels of a large number of genes that are involved in multiple processes of spermatogenesis. These data reveal a novel function for the *Rfx* gene family in mammalian spermatogenesis and demonstrate that *Rfx2* is essential for the completion of round spermatid differentiation and flagellar biogenesis.

## Results

### Targeted Inactivation of Mouse *Rfx2* Disrupts Spermatogenesis

To investigate the function of RFX2 *in vivo*, we disrupted the *Rfx2* gene in mouse embryonic stem cells by replacing exon 6 and 7 with a phosphoglycerate kinase–neomycin-resistance cassette through conventional gene targeting (Fig. 1A). Exon 6 and 7 were chosen for targeting because they encode the DNA binding domain of RFX2^11^,^12^. Deletion of these two exons also resulted in a pre-mature termination of protein translation due to a shift of the reading frame. One correctly targeted embryonic stem cell clone was used to generate chimeric mice that transmitted the mutated allele through the germline. Heterozygous mice were crossed to generate *Rfx2*^*−/−*^ mice. Genotyping of the mice was performed by PCR using specific primers recognizing either the wild-type (WT) or mutant alleles (Fig. 1B). RT-PCR experiments revealed that the deletion of exon 6 and 7 results in the splicing of exon 5 to exon 8, which leads to a frame shift and premature termination at an out-of-frame stop codon. Western blot analysis showed that RFX2 protein was absent in the testicular extracts of the *Rfx2*^*−/−*^ mice (Fig. 1C). Thus, the deletion of exon 6 and 7 constitutes a strong loss-of-function mutation.

Of a total of 92 mice born from 9 independent F1 x F1 crosses, 20 *Rfx2*^*−/−*^ mice were derived, indicating normal Mendelian transmission with no significant embryonic lethality. No differences in body size and weight between WT and *Rfx2*^*−/−*^ mice were observed shortly after birth. However, approximately 25% of the *Rfx2*^*−/−*^ mice showed severe growth retardation with age (Supplementary Fig. S1), and these animals died before 2 months of age. Most of the surviving mutant mice grew normally and showed no obvious external abnormalities or anatomical aberrations (Fig. 1D); however, some of the survived mutant mice showed slight growth retardation. *Rfx2*-deficient mice with normal growth were chosen for further investigation. Female *Rfx2*^*−/−*^ mice were fertile, and no histological abnormality in the ovaries was observed (Supplementary Fig. S2). However, no pregnancy was established when male *Rfx2*^*−/−*^ mice were mated to WT females despite the formation of copulatory plugs. Testes from adult *Rfx2*^*−/−*^ males on average were 30% smaller by weight than those from WT males. Histological examination of *Rfx2*^*−/−*^ testes revealed that spermatogenesis was arrested at an early round spermatid step. Round spermatids failed to undergo morphological development into elongating spermatids and became detached from the seminiferous epithelium, either individually or in clusters as multinucleate giant cells (Fig. 1E). Epididymal tubules from adult WT mice were filled with sperm, whereas those from *Rfx2*^*−/−*^ mice contained large numbers of degenerating round spermatids and multinucleate giant cells (Fig. 1F). The complete absence of sperm in the epididymis of the *Rfx2*^*−/−*^ mice explains why *Rfx2*^*−/−*^ mice were infertile despite normal sexual behavior.

### Spermatogenesis is Normal up to the Round Spermatid Phase in Rfx2^*−/−*^ Mice

To identify the earliest stage at which defective spermatogenesis occurred, testes from *Rfx2*^*+/+*^ and *Rfx2*^*−/−*^ mice at different ages were isolated and compared. At P10 and P14, testes of both WT and RFX2 mutant mice were similar in size and histological analysis demonstrated no obvious differences in seminiferous tubular size and the population of germ cell types (Fig. 2A–F). At P21, round spermatids were present in both WT and *Rfx2*^*−/−*^ mice (Fig. 2H,I). Notably, spermatogenesis was delayed at this phase in some mutant animals. There were fewer tubules containing round spermatids and when present, the round spermatids were fewer in number than in the WT mice (Supplementary Fig. S3). Starting from P28, testes from *Rfx2*^*−/−*^ mice were significantly smaller than WT (Fig. 2J,M). At P28, elongating spermatids were abundant in WT mice but completely absent in the mutant testes, with numerous detached round spermatids in almost every seminiferous tubular lumen (Fig. 2K,L). At P35, the first wave of spermatogenesis was completed and mature spermatozoa were present in WT testis (Fig. 2N). However, no spermatozoa were detected in the *Rfx2*^*−/−*^ testes and degenerating multinucleate giant cells with dark staining nuclei were frequently observed (Fig. 2O), similar to the defects seen in the adult mutant mice.

To determine more specifically the cause of spermatogenic arrest in the round spermatid phase in mutant testes, we examined the expression of recognized marker genes associated with the regulation of spermatogenesis. Immunostaining for WT1 and PLZF showed that the numbers of Sertoli cells and undifferentiated spermatogonia, respectively, were comparable between WT and *Rfx2*^*−/−*^ mice (Supplementary Fig. S4). Also, no significant difference was observed between the two groups in immunostaining for PCNA and PH3 (Fig. 3A–D), markers for proliferating cells and M-phase spermatogonia, respectively, in seminiferous tubules^27^, which indicated that normal germ cell proliferation occurred in the absence of RFX2. Next, the progression of meiosis was analyzed, using immunostaining for SYCP3, phospho-H2AX and CREST. Phospho-H2AX marks DNA double strand breaks before the synaptonemal complex is fully established and the unsynapsed X and Y chromosomes, while SYCP3 and CREST mark the synaptonemal complex and centromeres, respectively. Homologous chromosome synapsis and sex body formation were indistinguishable between *Rfx2*^*−/−*^ and WT mice (Fig. 3E–H and Supplementary S4). Together, these data suggest that the mitotic and meiotic phases of spermatogenesis in *Rfx2*^*−/−*^ mice were normal and that germ cell failure was inherent to the post meiotic phase of spermatogenesis.

Spermatogenic failure can result from defects either in germ cells themselves or in other aspects including somatic environment and hormonal regulation^28^. Since we inactivated *Rfx2* using a conventional knockout strategy, this issue was addressed by using the spermatogonial stem cell transplantation assay. WT spermatogonia were transplanted into seminiferous tubules of the *Rfx2*^*−/−*^ mice, which were pretreated with busulfan to eliminate endogenous germ cells. As shown in Fig. 3I, spermatogenesis was successfully reconstituted in a subset of the tubules of the recipient mice, with successful completion of both round spermatid differentiation and the production of elongated spermatids. These studies demonstrate that spermatogenic failure observed in *Rfx2* mutant mice is a germ cell autonomous defect.

### Early Arrest of Spermiogenesis and Germ Cell Apoptosis in Rfx2 mutant Mice

Mouse spermiogenesis is subdivided into 16 spermatid steps based on the shape of the developing acrosome of the spermatids^29^,^30^. We performed immunostaining of the acrosomal protein AFAF^31^ to determine the precise step at which spermiogenesis was arrested in *Rfx2*^*−/−*^ testes. As shown in Fig. 4A, AFAF first appeared as a large round vesicular shaped structure adjacent to the nucleus of steps 2–3 round spermatids in both WT and mutant tubules (Fig. 4A-c, A-d). By stage IV, WT round spermatids had acrosomes that were beginning to flatten over the nucleus, while in mutants, many spermatids had large round acrosomes or acrosomic vesicles that were not flattened (Fig. 4A-e, A-f). By stage V-VI, a few mutant spermatids had developed small arc-shaped acrosomes as in WT mice, but most spermatids had irregular-shaped acrosomes (Fig. 4A-g,A-h). By stage VII, WT spermatids had large arc-shaped acrosomes that covered the nuclei, but mutants had abnormal acrosomes of varying shapes (Fig. 4A-i,A-j). The spermatids with abnormal acrosomes degenerated (Fig. 4A-i), and no spermatids beyond step 7 were observed. These data show that most *Rfx2*^*−/−*^ round spermatids did not mature beyond step 7 of spermiogenesis.

Multinucleate giant cells, similar to those observed in the *Rfx2* mutant mice, have been previously shown to contain apoptotic elements^4^. Therefore, the TUNEL assay was performed to determine whether loss of RFX2 causes germ cells apoptosis. In WT testes, apoptotic germ cells were readily observed at P14 and P21 and then their number dropped to a level barely detectable at P28 and P60 (Fig. 4B). In *Rfx2*^*−/−*^ testes, apoptosis was similar to WT mice at P14, but significantly higher at all subsequent postnatal days. The number of apoptotic cells in mutant mice was more than twice that seen in WT mice at P21 and 8-fold higher than in WT mice at P28, when apoptotic multinucleate giant cells were observed in *Rfx2*^*−/−*^ testes (Fig. 4B-i). The results indicate that loss of *Rfx2* inhibits germ cell differentiation and promotes germ cell apoptosis, at the time when acrosomal formation also begins to fail.

### RFX2 Is Required for Sperm Flagellum Assembly

RFX2 has been reported to regulate ciliogenesis of vertebrates^18^. The sperm flagellum is a special type of motile cilium, with a typical “9+2” microtubule arrangement^15^,^32^. In the adult WT testis, flagellar microtubules in round spermatids, elongating spermatids and mature sperm, as well as those supporting the manchette structure in elongating spermatids, were readily revealed by the α-tubulin immunostaining (Fig. 5A). In contrast, typical flagellar microtubules could not be detected in adult *Rfx2*^*−/−*^ mice. Instead, a degenerative manchette structure was observed in multinucleate giant cells detached from the tubule wall. At P24, round spermatids were abundant in both WT and mutant mice, with normal morphology, and strong immunofluorescence of α-tubulin was detected in tubules of WT mice, but only a few dot-shaped signals were seen in the mutant seminiferous tubules (Fig. 5C,D). Double immunofluorescence staining for AFAF and α-tubulin revealed in WT mice that round spermatids developed a round acrosomal vesicle and a typical short flagellum in steps 2–3 of spermiogenesis (Fig. 5E). In mutant mice, these early steps of round spermatids had a similar round acrosomal vesicle (AFAF^+^), as in the WT; however, flagellum assembly was blocked and only dot-like α-tubulin signal were observed (Fig. 5F). When WT spermatogonia were transplanted into the testes of mutant mice, the manchette and flagella of elongating spermatids were observed, similar to that of WT mice (Fig. 5H). These results demonstrate that RFX2 is required for flagellum assembly during spermiogenesis.

### RFX2 Does Not Regulate the Expression of Known Regulators of Spermatogenesis

Loss of *Rfx2* induced spermatogenesis arrest in the round spermatid phase. This phenotype is similar to several previously reported KO mice in which genes such as *Crem, Trf2, Rnf17, Miwi, Boule, Tpap* and *Ddx25* were inactivated^3^,^4^,^5^,^33^,^34^,^35^,^36^,^37^. In *Rfx2*^*−/−*^ testes, the mRNA levels of these genes were comparable to those expressed in WT mice (Fig. 6A and Supplementary Fig. S5). Also, no difference was found between WT and mutants in the expression of a number of important postmeiotic genes, including Transitional Protein 1/2 (*TP1/2*), and Protamine 1/2(*Prm1/2*) and in the acrosomal maker genes *Sp10* and *Afaf*, as well as a potential RFX2 target gene *Spag6* 26(Fig. 6A). Immunostaining for CREM, MVH, CLGN and TP1 was also present in round spermatids of the mutant mice, including detached multinucleate giant cells, similar to those in WT mice (Fig. 6B). Immunostaining for MVH revealed that chromatoid bodies were present in the round spermatids of *Rfx2* mutant mice and TP1 was detected in the detached degenerating spermatids of the mutant mice but also in WT elongating spermatids (Fig. 6B). These results indicate that RFX2 acts either through different pathways or downstream of these key regulators of spermatogenesis.

### RFX2 Is a Key Regulator of Cilia/Flagella-related Genes and some Testis-specific Genes

To identify RFX2-dependent genes during spermatogenesis, we carried out RNA-seq analysis using P24 heterozygous and mutant testes samples. We chose P24 samples because spermiogenesis in mutants was normal before this time point, but thereafter massive detachment of the round spermatids was observed. RNAs were isolated from the total testicular cells, and two independent biological samples were prepared for each genotype. 

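RNA from the testes of mutant 1, mutant 2, control 1 and control 2 was sequenced at postnatal day 24. The authors deposited the FPKM that Cufflinks estimated for each gene in each sample, with the bounds of its confidence interval. FPKM are normalized by gene length and sequencing depth, so these values already include that step. The sample files hold between 22553 and 22563 entries, and entries that share a gene symbol were summed to give 22311 genes. Between 18416 and 18588 genes per sample had an FPKM above 0, and between 12557 and 12942 had an FPKM of at least 1. The confidence bounds correspond to 20.0 and 17.2 M fragments in the mutant samples and 19.6 and 20.4 M in the control samples. The 10 genes with the highest FPKM took between 4.21% and 5.37% of the FPKM of a sample. Mutant and control samples were compared with limma on log2(FPKM + 1) over the 12985 genes with an FPKM of at least 1 in at least 2 of the 4 samples.
The FPKM of Rfx2 was 36.7 in mutant 1 and 39.8 in mutant 2, against 123 in control 1 and 89.4 in control 2. Its log2 fold change was -1.43 (standard error 0.19, adjusted p = 0.00617 from limma with Benjamini-Hochberg adjustment), larger than the spread between replicates. The labels number the samples of each genotype 1 and 2, and a replicate block was taken from these labels. Deviations of same-numbered samples from their group means had a correlation of -0.15 across genes, so the crossed pairing was also fitted. The adjusted p of Rfx2 was 1.28e-08 with the replicate block and 0.0249 with the crossed replicate block, and each of these fits leaves a single residual degree of freedom. Some p-values with the replicate block are implausibly small for 4 samples, such as an adjusted p of 2.33e-104 for Tekt4 from limma. The p-values and numbers of genes from that fit are therefore not reliable. With median-ratio scaling of the samples the log2 fold change of Rfx2 was -1.45 and its adjusted p was 0.0730, above the threshold of 0.05.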

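Across the 19502 genes with an FPKM above 0 in at least 1 sample, Pearson's r of log2(FPKM + 1) was 0.981 between mutant 1 and mutant 2 and 0.989 between control 1 and control 2. These coefficients are across genes, and genes are not independent replicates. Between genotypes r was 0.968 for mutant 1 and control 1, 0.973 for mutant 1 and control 2, 0.977 for mutant 2 and control 1, and 0.979 for mutant 2 and control 2. The scale moved the mutant coefficient most: on FPKM without a log, r was 0.847 between the mutant samples and 0.985 between the control samples. The standard deviation of the log2 difference was 0.47 between the mutant samples and 0.35 between the control samples over the genes tested. All 4 samples were kept separate in the comparisons of genotypes.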

The reads from the biological duplicates were pooled for further analysis after confirming the correlation coefficient on mRNAs were higher than 0.9. Based on the p-values provided by the Cuffdiff program (cutoff value p < 0.05), 156 up-regulated and 666 down-regulated genes were identified among a total of 22,553 genes detected (Fig. 7A and Supplementary Fig. S6). 

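Among the 12985 genes tested with limma, 327 were lower and 40 were higher in mutant testes at an adjusted p under 0.05. At an unadjusted p under 0.05, 867 genes were lower and 261 were higher. Without a test, 372 genes were at least 2-fold lower and 45 at least 2-fold higher, with both mutant samples on the same side of both control samples. An FPKM above 0 in at least 1 sample was found for 19502 genes. The replicate block taken from the labels moved these numbers by the most genes, to 525 lower and 70 higher at an adjusted p under 0.05. Some p-values of that fit are implausibly small, so its numbers are not reliable. As a ratio, the number of lower genes moved most without a filter, to 199, and that of higher genes with the GC and length correction, to 15. With the crossed replicate block, 266 were lower and 28 were higher, and the deviations of same-numbered samples had a correlation of -0.15. The other two splits of the 4 samples into groups of 2 each mix the genotypes. They gave 3 and 0 genes at an adjusted p under 0.05, and 191 and 1350 genes at an unadjusted p under 0.05. The 1350 genes are more than the 867 lower and 261 higher genes together. A number of genes at an unadjusted p therefore does not by itself measure the effect of genotype.
In simulated data with 200 genes changed 2-fold or 4-fold and the same numbers of samples, limma called 28% of them. It called 55% of those changed 4-fold and few of those changed 2-fold. It also called 2 unchanged genes. The simulated spread was drawn from estimates for single genes on 2 residual degrees of freedom, so these shares may differ from those in the data. At this number of samples, a gene that is not called was therefore not shown to be unchanged.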

Scanning the proximal promoters (from -1000 bp to 1000 bp of the transcription start sites) of these genes, using our home-developed software, revealed that 122 genes were potential target genes of RFX2 as they contained at least one typical RFX-binding site^38^ (Fig. 7A).

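The standard X-box motif that the legend of Supplementary Fig. S9 names, with a gap of 0 to 3 bases, without mismatch and on either strand, was searched in NCBIM37 (mm9) within 1000 bases of the annotated start site of each tested gene. An X-box lay there in 51 of the 311 genes lower in mutant testes at an adjusted p under 0.05 that had an annotated start site (16.4%). Of the 12417 other tested genes, 535 had one (4.31%), an odds ratio of 4.36 (two-sided Fisher's exact test, p = 1.36e-15). The genes higher in mutant testes were too few at an adjusted p and were taken at an unadjusted p under 0.05. A split of the samples that mixes the genotypes also passed 1350 genes at that threshold. Of these 247 genes, 15 had an X-box (6.07%), against 571 of 12481 other genes (4.58%), an odds ratio of 1.35 (two-sided Fisher's exact test, p = 0.280). The window moved the odds ratio of the lower genes most upwards, to 5.94 within 300 bases, and 1 allowed mismatch moved it most downwards, to 2.73. Genes are not independent replicates, and the human and mouse alignment of the authors' program was not repeated here. Among the genes changed in either direction at an unadjusted p under 0.05, 117 had an X-box.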

Functional annotation of these 822 differentially expressed genes using the DAVID web tool^39^ indicated that the up-regulated genes were not enriched with key testicular terms, while the down-regulated genes were enriched with terms such as “sperm motility, spermatogenesis, spermatid differentiation, microtubule-based process” (Fig. 7B and Supplementary Fig. S7), consistent with RFX2 being an important regulator of spermiogenesis and flagellum assembly (described above). As we were interested in the cilia/flagella-related and testis-specific genes, an intensive literature search was made to identify those involved in cilia/flagella assembly, structure, or function. These included the following: tubulin tyrosine ligase-like 1/3/6 (*Ttll1/3/6*), dyslexia susceptibility 1 candidate 1 (*Dyx1c1*), dynein light chain roadblock-type 2 (*Dynlrb2*), light intermediate chain (*Dnali1*), intraflagellar transport 74/81 (*Ift74/81*), sperm flagellar 2 (*Spef2*), family with sequence similarity 161, member A (*Fam161a*), *Tektin4*, radial spoke head 9 (*Rsph9*), armadillo repeat containing 4 (*Armc4*), IQ motif and ubiquitin domain containing (*Iqub*), five members of coiled-coil domain-containing family (*Ccdc39/40/65/135/164*) and others. 

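All 19 verified cilia/flagella-related genes passed the FPKM filter. Of these, 17 were lower in mutant testes, with log2 fold changes from -5.41 for Rsph9 to -0.84 for Dyx1c1. In limma, 16 of the 17 had an adjusted p under 0.05. The lowest was 2.14e-05 for Rsph9, whose FPKM was 0.940 and 1.05 in the mutant samples and 96.8 and 72.9 in the control samples. Dyx1c1 had FPKM of 11.6 and 10.7 in the mutant and 21.6 and 20.1 in the control samples (adjusted p = 0.0523 from limma). Both mutant samples lay below both control samples for each of the 17 genes. Ift74 and Ift81 were higher in both mutant samples, with log2 fold changes of 0.94 (standard error 0.17, adjusted p = 0.0253) and 0.82 (standard error 0.17, adjusted p = 0.0453). With median-ratio scaling, the adjusted p was 0.161 for Ift74 and 0.146 for Ift81. The median log2 fold change of the 19 genes was -2.82. The paper selected these genes from those that differed in the same samples, so this median and the numbers of lower genes describe them and do not test them. The median moved most, to -3.21, when the ratio of mean FPKM was taken without a pseudocount.
With the replicate block taken from the labels, whose p-values are in part implausibly small, 18 of the 19 genes had an adjusted p under 0.05. With the crossed replicate block 15 did, where the adjusted p was 0.0528 for Ttll1, 0.0712 for Dyx1c1, 0.0815 for Ift74 and 0.112 for Ift81. The deviations of same-numbered samples had a correlation of -0.15 across genes.

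**Figure D1:**
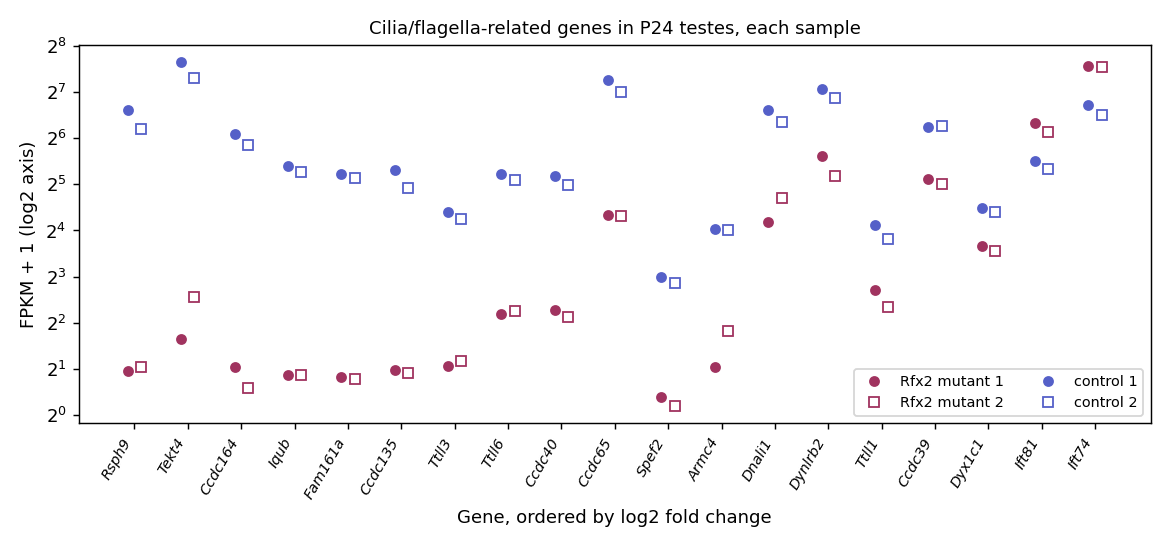
FPKM + 1 on a log2 axis for the 19 verified cilia/flagella-related genes, ordered by log2 fold change, with a point for each of the 2 mutant and 2 control samples. The mutant samples lie below the control samples for 17 genes and above them for Ift81 and Ift74.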

Most of the genes were significantly downregulated except for *Ift74* and *Ift81*, which were upregulated, and for *Tubala* and *Foxj1*, which were not changed in the mutant mice (Fig. 7C). 

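In the RNA-seq samples, the genes measured by real-time PCR that the paper reports as unchanged or up-regulated had the following values. Tuba1a, written Tubala in the paper, had FPKM of 87.0 and 69.2 in the mutant and 60.4 and 84.6 in the control samples (log2 fold change 0.12, adjusted p = 1.0 from limma). The FPKM of Foxj1 was 19.6 and 27.3 in the mutant and 46.2 and 25.4 in the control samples, a log2 fold change of -0.55 (standard error 0.29, adjusted p = 0.807 from limma), so that the samples of the genotypes overlapped. Tnfrsf21 was detected at 10.9 and 17.9 FPKM in the mutant and 1.19 and 1.40 FPKM in the control samples, a log2 fold change of 2.71 (standard error 0.27, adjusted p = 0.00131 from limma). Crip2 had FPKM of 44.2 and 64.0 in the mutant and 32.0 and 30.8 in the control samples, a log2 fold change of 0.74 (standard error 0.20, adjusted p = 0.155 from limma). With the replicate block from the labels, the adjusted p of Crip2 was 0.0272, and with the crossed replicate block it was 0.164, where same-numbered samples had a correlation of -0.15. The internal control Gapdh had a log2 fold change of 0.062 (adjusted p = 1.0 from limma).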

All the real-time PCR results correlated well with the RNA seq data (Supplementary Fig. S8).

Of the 822 differentially expressed genes, 140 genes were predicted or previously reported to be highly or specifically expressed in testis^40^, of which 3 genes were up-regulated and 137 genes were down-regulated (Supplementary Fig. S6). 

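The 10 testis-specific genes that the paper measured by real-time PCR all passed the FPKM filter and were all lower in both mutant samples than in both control samples. In limma, their log2 fold changes ran from -5.83 for Lrrc23 to -2.81 for Ppp1r32, and their adjusted p from 1.58e-05 to 0.00415. The FPKM of Lrrc23 was 0.288 and 0.398 in the mutant and 75.4 and 75.2 in the control samples. For Ppp1r32, which the files list under a RIKEN clone name, the FPKM was 9.69 and 23.9 in the mutant and 126 and 102 in the control samples. Its adjusted p was 0.0617 with median-ratio scaling and 0.329 with robust eBayes, above the threshold of 0.05. The paper also selected these 10 genes from those that differed in these samples, so their values describe them and do not test them. Their median log2 fold change was -4.11. The ratio of mean FPKM without a pseudocount moved this median most, to -5.21. All 10 genes had an adjusted p under 0.05 with the replicate block taken from the labels and with the crossed replicate block, where same-numbered samples had a correlation of -0.15.

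**Figure D2:**
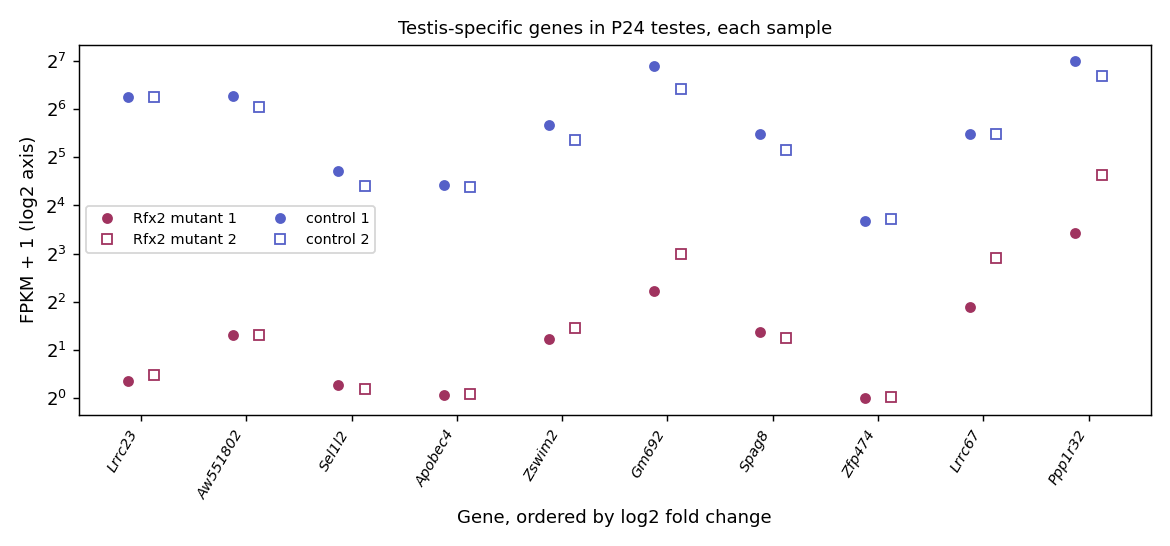
FPKM + 1 on a log2 axis for the 10 testis-specific genes, ordered by log2 fold change, with a point for each of the 2 mutant and 2 control samples. Both mutant samples lie below both control samples for all 10 genes.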

We chose 10 testis-specific genes for further validation by real-time PCR quantification, using *Gapdh* as an internal control. Again, all these genes were significantly down-regulated in the mutant mice (Fig. 7D). In contrast, the expressions of two apoptosis-inducing genes, *Crip2* and *Tnfrsf21*^41^,^42^, were up-regulated (Fig. 7E). Nine of the 19 verified cilia/flagella-related genes and all 10 verified testis-specific genes were predicted to be RFX2 target genes (Supplementary Fig. S9). 

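An X-box that matched the standard motif named in the legend of Supplementary Fig. S9 without mismatch, within 1000 bases of the annotated start site in NCBIM37 (mm9), was found for 3 of the 19 verified cilia/flagella-related genes and 4 of the 10 verified testis-specific genes. The cilia/flagella-related genes were Ccdc40, Dynlrb2 and Spef2, and the testis-specific genes were Gm692, Lrrc23, Lrrc67 and Zswim2. With 1 mismatch allowed in the 12 fixed positions, 12 and 9 genes had a match. That looser motif also lay near 47.4% of the tested genes that were not lower in mutant testes.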

ChIP-PCR was performed using antibodies against RFX2 to examine these predictions. Using promoter specific primers, 9 of the 10 promoters examined were immunoprecipitated by the RFX2 antibody, in comparison with isotype IgG (Fig. 7F). These results demonstrated that RFX2 is a key regulator of cilia/flagella-related genes and numerous testis-specific genes during mouse spermatogenesis.

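In the 4 samples at postnatal day 24, 17 of the 19 verified cilia/flagella-related genes and all 10 verified testis-specific genes were lower in both mutant samples than in both control samples. At an adjusted p under 0.05 from limma, these were 16 and 10 genes. The paper selected both lists from genes that differed in the same samples, so these numbers describe the lists and do not test them. The FPKM of Rfx2 in the mutant samples averaged 36.0% of that in the control samples. An X-box without mismatch lay near the start site of 16.4% of the genes lower in mutant testes and 4.31% of the other tested genes. The paper identifies the genes whose expression differs between mutant and heterozygous testes, measures a selection of them again by real-time PCR, scans their promoters for RFX-binding sites and examines some of these promoters by ChIP-PCR (Fig. 7). From these results, the paper concludes that RFX2 is a key regulator of genes related to cilia and flagella and of numerous testis-specific genes in mouse spermatogenesis.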

## Discussion

This study demonstrates that the transcription factor RFX2 plays an essential role in spermatogenesis during post-meiotic development of the spermatids. Loss of *Rfx2* gives rise to two discrete defects in spermiogenesis: a) the arrest of spermiogenesis in an early round spermatid step accompanied by apoptosis, and b) the failure to assembly the flagellum. Analysis of RFX2-dependent gene expressions resulted in the identification of a large number of cilia/flagella-related genes and testis-specific genes that are regulated by RFX2 (Fig. 7G).

RFX proteins have long been known to be critical for ciliogenesis in animals from worms to vertebrates. Here, we report for the first time that RFX2, a highly conserved member, plays an essential role in sperm flagellum assembly by regulating many cilia/flagella-related genes. These genes encode proteins that are involved in diverse aspects of cilia/flagella assembly and function, including components of the axoneme (*Ccdc39, Ccdc40, Ccdc65, Ccdc164, Dnali1, Dyx1c1* and *Rsph9*), the ciliary basal body (*Fam161a*), ciliary tubulin posttranslational modification (*Ttll1, Ttll3* and *Ttll6*), intraflagellar transport (*Ift74* and *Ift81*), and accessory structures of the flagellum (*Tekt4, Spef2*). Many of these genes have been shown previously to be essential for the formation of the flagellum. For example, the deletions of *Spef2* and *Ttll1* resulted in a truncated or absent flagellum^43^,^44^. In mice, RFX2, 3 and 4 are involved in ciliogenesis, and loss of either *Rfx3* or *Rfx4* resulted in stunted cilia but not their loss^20^,^21^. In contrast, assembly of the flagellum in *Rfx2* mutant mice was severely disrupted, resulting in the loss of all sperm flagella. Therefore, RFX2 may act upstream of the other regulators in flagellar biogenesis and other family members cannot compensate for its role.

Primary ciliary dyskinesia (PCD) is a genetically heterogeneous autosomal recessive disorder characterized by dysfunction of the respiratory cilia and sperm flagella, as well as laterality defects^45^. Inactivation of many of the RFX2-regulated cilia-related genes has been shown to result in PCD. These genes include *Ccdc39, Ccdc40, Ccdc65, Ccdc164, Rsph9, Ttll1, Spef2* and *Dyx1c1*^43^,^46^,^47^,^48^,^49^. Bioinformatics analysis showed that most of these genes were potential target genes of RFX2. *Ccdc65* and *Ttll1* were chosen for further verification by ChIP assay and both genes were proven to be targets of RFX2. Considering that some *Rfx2*-deficent mice showed severe growth retardation and previous studies showed that RFX2 is essential for the development of left–right asymmetry in Xenopus^18^,^19^, we speculated that RFX2 may also participate in ciliogenesis in other systems. We generated KO mice of mixed genetic background of 129/s6 and C57BL/6. The 129/s6 ES cells were used to generate the chimeric male mice, which were crossed to C57BL/6 females to generate the F1 heterozygotes. Therefore, genetic background variation in F2 homozygotes may result in mice with defects only in spermatogenesis as well as mice with defect(s) in other system(s) displayed as smaller body size. Although we did not observe disruption of the left-right asymmetry in the surviving KO mice, it is possible that other RFX-family members were able to compensate for the loss of RFX2 function. Alternatively, as a result of evolution, RFX2 may serve a specialized role promoting ciliogenesis in testicular germ cells. Further investigation of RFX2 will help to better understand the molecular mechanisms of ciliogenesis and contribute to the development of diagnostic and therapeutic applications in the treatment of PCD.

It is well recognized that numerous testis-specific genes are expressed during spermatogenesis, especially in round spermatid steps^50^,^51^. However, the mechanisms for transcriptional regulation of these genes are largely unknown. Several testis-specific genes have been shown to be potential direct targets of RFX2^24^,^52^,^53^ and the current study revealed a large number of these genes to be regulated by RFX2. Among the cilia/flagella-related genes regulated by RFX2, only three (Armc4, Iqub, Tekt4) are specifically expressed in the testis. Therefore, the other testis-specific genes regulated by RFX2 represent additional classes of proteins that could regulate other cellular events, which when disrupted in the KO mice could contribute to the other abnormalities associated with spermatogenic arrest, such as detachment of round spermatids from Sertoli cell adhesions and the formation of multinucleated giant cells, as well as apoptosis. Loss of some additional RFX2-regulated genes may not result in observable histopathological abnormalities due to the premature detachment of round spermatids and increase in cellular death.

Up to now, a limited number of genes (*Crem, Trf2, Rnf17, Miwi, Boule, Tpap* and *Ddx25*) have been identified as key regulators of mouse spermiogenesis, and they share similar phenotypes with *Rfx2*^3^,^4^,^5^,^33^,^34^,^35^,^36^,^37^. Except for three transcription factors (CREM, TRF2, RFX2), the rest are related to RNA post-transcriptional processing, storage, and/or translation regulation. One prominent phenotype of all these gene knockouts, including *Rfx2*, is that spermiogenesis is arrested at a round spermatid step, with round spermatids sloughing from the tubule in the form of multinucleate giant cells accompanied with massive apoptosis. This severe abnormality of spermiogenesis reflects that these key regulators control the expression of a large number of genes from diverse families. The other common feature is that meiosis, in most cases, appears normal, although these regulators begin their expressions in the spermatocytes. Likely, such regulators are expressed at an earlier stage in order to activate or suppress the expression of their target genes at transcription or the post-transcriptional level, while the protein targets are needed post-meiotically. The third shared feature is that these key genes do not appear to regulate each other, but rather to define distinct pathways of spermiogenesis. However, these regulators could share common upstream activators, as is the case for *Rfx2* and *Miwi,* which are potential direct targets of A-MYB, a master regulator of male meiosis^26^,^54^.

In conclusion, the results presented in the present study demonstrate that RFX2 is a key regulator of sperm flagellum assembly and other aspects of round spermatid differentiation by regulating numerous genes during mouse spermiogenesis. This work expands our understanding of the functions of the mammalian RFX family transcription factors in ciliogenesis and in mammalian spermatogenesis.

## Materials and Methods

### Gene Targeting and Mice

The targeting construct was based on PL253^55^. A 9.9 Kbp genomic fragment containing the middle region of *Rfx2* was subcloned into PL253. 

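Rfx2 lies on the minus strand of chromosome 17 from 56915320 to 56970431 in NCBIM37 (mm9), where it has 2 annotated protein-coding transcripts of 18 and 17 exons. In the transcript of 17 exons, exon 6 has 182 and exon 7 has 120 coding bases, and their sum of 302 is not a multiple of 3. They span 1152 bases with the intron between them. The transcript of 18 exons has a further exon of 75 bases upstream, so the same exons are its exons 7 and 8. The primer TCCACCTCTAGCCAACTCT matches the genome from 56928368 to 56928386 without mismatch, and TCCTGTCTTGGGTCTATCCT from 56927747 to 56927766 with 1 mismatch. Together they span 640 bases of the wild-type allele, upstream of these exons. In the RNA-seq samples the FPKM of Rfx2 was 36.7 and 39.8 in the mutant and 123 and 89.4 in the control samples, for the gene as a whole.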

The *Rfx2* gene was disrupted by replacing exon 6 and 7, which encode the DNA binding domain, with the neomycin-resistance cassette by using homologous recombination. The resulting targeting vector was linearized with Not1 and electroporated into 129/s6 embryonic stem (ES) cells. ES clones were selected with G418 and ganciclovir, and G418-resistanct clones were screened by long PCR using a primer internal to NEO gene and a primer upstream to the 5′ end or downstream to the 3′ end of the gene targeting region. One ES clone of correct targeting was injected into C57BL/6 blastocysts, and male chimeric mice were backcrossed with C57BL/6 mice to generate heterozygous KO mice. Genotyping of subsequent mice were conducted by PCRs of genomic DNA isolated from tail tips using the following primers: primer 1, 5′- TCCACCTCTAGCCAACTCT-3′; primer 2, 5′- TCCTGTCTTGGGTCTATCCT -3′ and primer 3, 5′- ATGTGGAATGTGTGCGAG -3′ (Fig. 1). The primer 1 and primer 2 generated a 639 bp DNA fragment that identified the WT allele, while the primer 1 and primer 3 primers yielded the 436 bp fragment of the targeted allele. Mice used in these studies had a mixed genetic background of 129/s6 and C57BL/6. Experimental protocols were approved by the Animal Care and Use Committee of the Institute of Zoology, Chinese Academy of Science, and all experiments were performed in accordance with the approved guidelines.

### Histology, Immunohistochemistry and Immunofluorescence

Mouse testes were fixed in Bouin’s solution (Sigma-Aldrich, MO, USA) overnight at 4 °C. Paraffin embedding, section preparation, deparaffinization, H&E staining or immunohistochemistry analysis were carried out by using standard histological procedures. For Immunofluorescence, testes were embedded in OCT compound (Sakura Finetek) and frozen in liquid nitrogen. Cryosections (5 μm) were mounted on glass slides and subjected to immunostaining. Primary antibodies were incubated at 4 °C overnight and secondary antibodies were added at room temperature for 2 hr. Nuclei were visualized by staining with DAPI. The following antibodies were used: rabbit polyclonal anti-SYCP3 (ab-15093, Abcam), mouse monoclonal anti-γH2AX Ser-139 (cat. no. 05–636, Millipore), rabbit polyclonal anti-CLGN (12629-1-AP, Protein Tech Group), CREST serum (Immunovision, Springdale, AR), mouse monoclonal anti-α-tubulin (Sigma), rabbit polyclonal anti-MVH (ab13840, Abcam), mouse monoclonal anti-DAZL (LS-C188293, LifeSpan Biosciences), rabbit polyclonal anti-WT1 (Epitomics), mouse anti-PLZF (Calbiochem), rabbit anti-PH3 (Cell Signaling Technology), rabbit anti-CREM (X-12, Santa Cruz), rabbit polyclonal anti-AFAF (a kind gift from Prof. Yi-Xun Liu, Institute of Zoology, Beijing)^31^

### Western Blot Analysis

Western blot analysis was performed as previously described^56^. Anti-RFX2 antibody (C-15, Santa Cruz, CA, USA) and anti-GAPDH (FL-335, Santa Cruz, CA, USA) were used to detect RFX2 and GAPDH respectively.

### Spermatocyte Nuclei Spreads

Spermatocyte nuclear spreads were prepared as described^57^.

### TUNEL Assay

TUNEL assay was performed with the Deadend Fluorometric TUNEL system (Promega) according to the manufacturer’s protocol.

### Chromatin Immunoprecipitation (ChIP)

ChIP assays were performed using a mixture of enriched germ cells and a kit (Upstate Cell Signaling Solutions, NY, USA) according to manufacturer’s instructions with slight modifications. Briefly, mixed enriched germ cells were isolated from the testes of WT adult mice by two-step enzymatic digestion. In the first step, albuginea-removed testes were digested with 1 mg/ml type IV collogenase (Sigma) and 500 μg/ml DNase I (Sigma) for 5 min at 37 °C to get the seminiferous tubules. In the second step, the tubules were digested with 0.25% trypsin (Invitrogen) and 500 μg/ml DNase I at 37 °C for 5 min into single cells, and then the cells were collected and fixed with 1% formaldehyde in PBS for 10 minutes at 37  °C to crosslink DNA and protein. Many somatic cells, especially those between and outside of the seminiferous tubules are removed by the first step of enzymatic digestions, and the cells harvested in the second step digestion were enriched with germ cells. The cells were then washed with iced-cold phosphate buffered saline (PBS) and lysed with 1 ml lysis buffer [1% SDS, 10 mM EDTA, 50 mM Tris, pH 8.1 1 mM PMSF, protease inhibitor cocktail (Sigma)]. Lysates were incubated on ice for 10 minutes and sonicated on ice with an ultrasonic sonicator (Omni-Ruptor 250) at 20% power and 40% pulse for 7 min. The resulting DNA fragments were between 0.2 to 1 kb in length. The sonicated cell lysates was centrifuged at 13,000 rpm for 10 minutes at 4 °C to remove cell debris. 200ul supernatant were diluted 10-fold in dilution buffer (0.01% SDS, 1.1% Triton X-100, 1.2mM EDTA, 16.7mM Tris-HCl, pH 8.1, 167mM NaCl) and then incubated with 5 micrograms of anti-RFX2 antibody (C-15, Santa Cruz, CA, USA) or normal goat IgG as a negative control at 4 °C overnight. The immuno complexes were collected with 50ul ProteinA/G Sepharose beads at 4 °C for 3 hours and precipitated at 2000 rpm at 4 °C for 2 minutes. The precipitated beads were washed orderly with each immunoprecipitation buffers. Following immunoprecipitation, RFX2-bound DNA fragments were eluted and subjected to PCR reaction. ChIP-PCR primers are listed in Supplementary Table S2, and all the primers were designed to be centered over the predicted RFX binding sites of the promoters.

### Germ Cell Transplants

Germ cell transplants were carried out as previously described^58^.

### PCR and RNA sequencing

Total RNA was extracted from 24-day-old or adult mouse testes by using Trizol according to the standard protocol (Invitrogen) as previously described^56^. To perform RT-PCR amplification, reaction mixtures were first denaturalized at 94 °C for 3 min, 30 cycles with the following conditions were then carried out: 30 s of denaturalization at 94 °C, 30 s of annealing at 58 °C, 45 s of extension at 72 °C. Subsequently, the reaction was incubated at 72 °C for 10 min. The PCR products were verified by agarose gel electrophoresis. qPCRs were conducted with UltraSYBR Mixture (Beijing CoWin Biotech, Catalogue Number CW0956) by following the manufacturer’s instructions on a LightCycler 480 platform (Roche). The primer pairs of selected genes were listed in Supplementary Table S1. Many primers were obtained from PrimerBank^59^. For RNA sequencing, total RNA was extracted from testes of the 24-day-old heterozygous or mutant mice. DNA contaminants were eliminated by RNase-free DNase treatment. The quality of the RNA samples was analyzed by agarose gel electrophoresis and by RT-PCR detection the expressions of selected genes. Then the RNA samples were subjected to RNA sequencing following manufacturer’s recommendations (Novogene) using Illumina Hiseq 2000 instrument. Two biological replicates were included for each genotype. 53 million reads and 62 million reads were generated for the two samples of KO mice, and 63 million reads and 59 million reads were generated for the two control mice respectively. Data analysis was performed as previously described^60^. Briefly, RNA-seq reads generated from each sample were aligned to the mouse genome (UCSC mm9) with Tophat-2.0.6. Mapped reads were subsequently assembled into transcripts guided by reference annotation (mm9, USCS gene annotation) with Cufflink-2.0.2. Differential gene and expression analysis was conducted by using the Cuffdiff program. The number of Fragments Per Kilobase per Million (FPKM) is used by Cuffdiff to represent the expression level of a gene. This means that the read numbers of genes were normalized by the gene lengths and the sequencing depths. The fold change value of a gene between KO and WT mice is the ratio of its two FPKM values. The sequencing data have been submitted into the NCBI GEO database (accession number GSE74961).

### Prediction of RFX2 binding sites

We developed a program to scan the proximal promoter regions of interested genes for transcription factor binding sites (TFBSs). Detailed description of the algorithm will be published in a separate paper. Briefly, the promoter sequences of a gene from humans and mice 10 Kbp upstream and 5 Kbp downstream of the transcription start sites were aligned to retrieve the conserved regions, which are about 2 Kbp long altogether and for which the sequence identity is above 80%. The positional weight matrix (PWM) of RFX2 was used to scan for its binding sites. The second exons of all the protein coding genes, which were about 1.5 Mbp long, were used as the negative control set as they seldom contain TFBSs. The match score cutoff value was chosen so that on average no more than 3 TFBSs were identified in 10-Kbp sequences of the negative control set.

## Additional Information

**How to cite this article**: Wu, Y. *et al.* Transcription Factor RFX2 Is a Key Regulator of Mouse Spermiogenesis. *Sci. Rep.* **6**, 20435; doi: 10.1038/srep20435 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
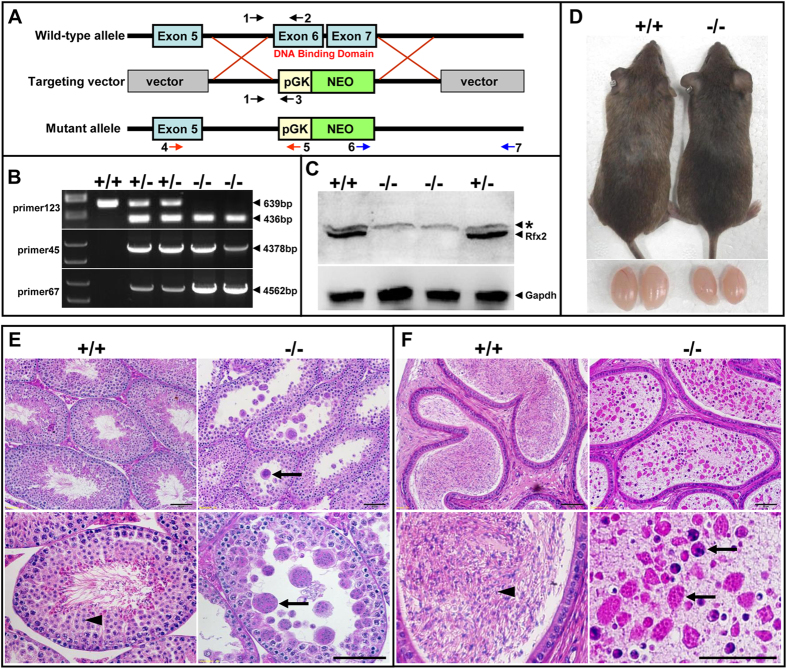
Spermatogenesis in *Rfx2*^*−/−*^ mice is arrested in the round spermatid phase. (**A**–**D**) Targeted disruption of the *Rfx2* gene. (**A**) Schematic representation of the wild-type allele, the targeting vector and the mutated allele. *Rfx2* gene was inactivated by replacing exon 6 and 7 with a phosphoglycerate kinase promoter-neomycin-resistance gene cassette. Arrows and numbers indicate primers used in PCR genotyping. (**B**) The gene knockout was confirmed by PCR genotyping. The genomic DNA isolated from the mouse tails was amplified with primer pairs specific for the WT (primers 1 and 2: 639 bp) and mutant (primers 1 and 3: 436 bp; primers 4 and 5: 4378 bp; primers 6 and 7: 4562 bp) *Rfx2* alleles. (**C**) Western blot analysis showing the absence of RFX2 protein in total testis extracts of *Rfx*2^*−/−*^ mice. *indicates a non-specific band recognized by anti-RFX2 antibody. (**D**) Comparison of the body and testis sizes of adult WT (+/+) and *Rfx2* deficient (−/−) mice. (**E**,**F**) Spermatogenesis in *Rfx2*^*−/−*^ mice was blocked in the round spermatid phase. (**E**) Histological analysis of sections from *Rfx2*^*−/−*^ and WT testis. Arrowhead indicates normal round spermatids, arrows indicate multinucleate giant cells. (**F**) Histological analysis of epididymis from WT and mutant mice. Arrowhead indicates mature sperm while arrows indicate degenerating multinucleate giant cells. Scale bar, 50 μm.

**Figure 2:**
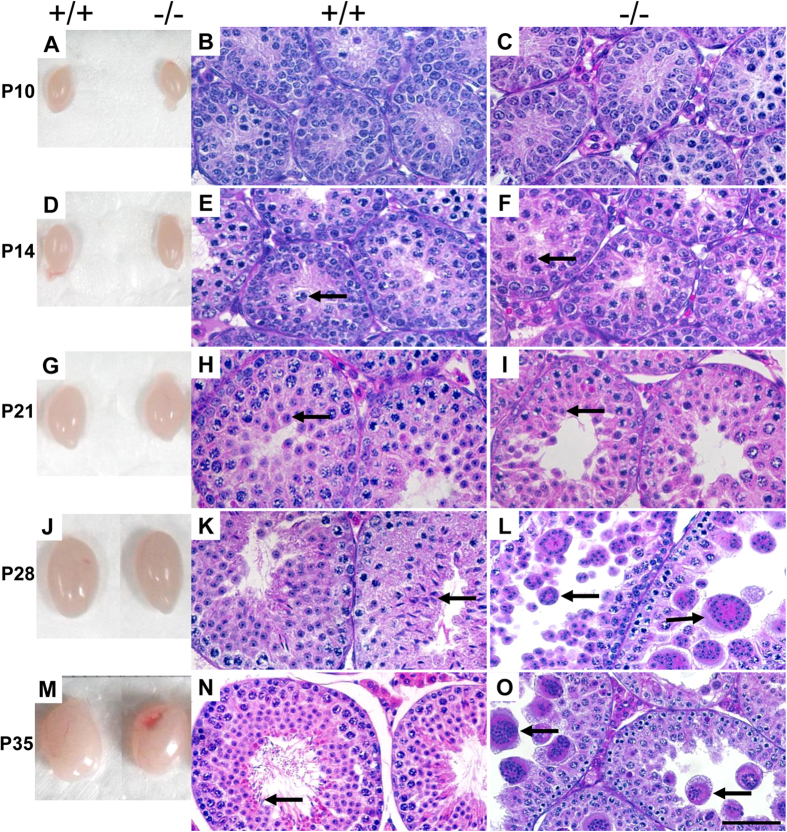
RFX2 is required during the first-wave of spermatogenesis. Sizes and histology of testes from WT (+/+) and mutant (−/−) mice at various ages were evaluated visually or by HE staining. No significant difference in size was detected between WT and mutant testes until postnatal day 21 (P21); however, mutant testes are smaller than WTs since P28. Arrows indicate early pachytene spermatocytes (**E,F**), round spermatids (**H,I**), elongated spermatids (**K**), spermatozoa (**N**) and multinucleate giant cells (**L,O**). Scale bar, 50 μm.

**Figure 3:**
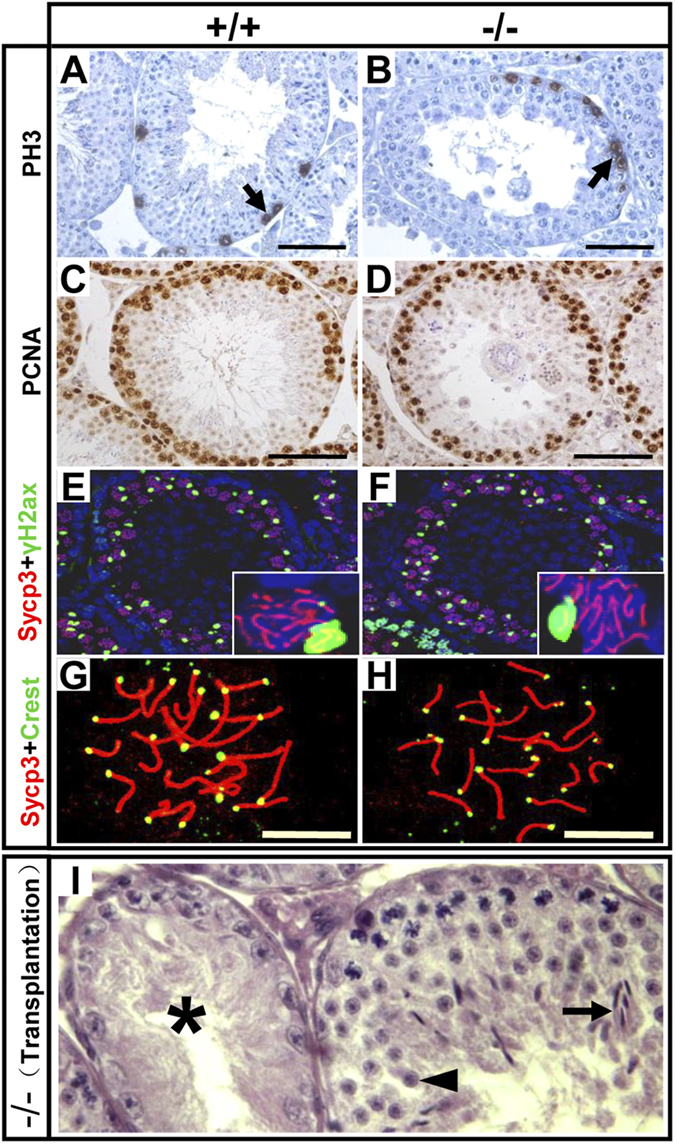
Loss of *Rfx2* does not interfere with the mitotic and meiotic phases of spermatogenesis. (**A**–**D**) Loss of *Rfx2* did not impair germ cell proliferation. Sections of WT and *Rfx2* deficient testes were immunostained with anti-PH3 (**A**,**B**) and anti-PCNA (**C**,**D**) antibodies, respectively. Arrows indicate spermatogonia. Scale bar, 50 μm. (**E**–**H**) Meiosis was normal in *Rfx2* deficient mice. (**E**,**F**) Sections of WT and *Rfx2* deficient testes were immunostained with the anti-SYCP3 and anti-γH2AX antibodies. (**G**,**H**) Chromosome spreads of spermatocyte were immunostained for SYCP3 and CREST. Scale bar, 10 μm. (**I**) Reconstituted spermatogenesis in busulfan-pretreated *Rfx2* mutant testis by transplanted WT spermatogonia. The asterisk (*) represents a non-colonized tubule that lacks germ cells. The right tubule has been colonized by WT spermatogonia. Arrowhead and arrow indicate normal round and elongated spermatids, respectively.

**Figure 4:**
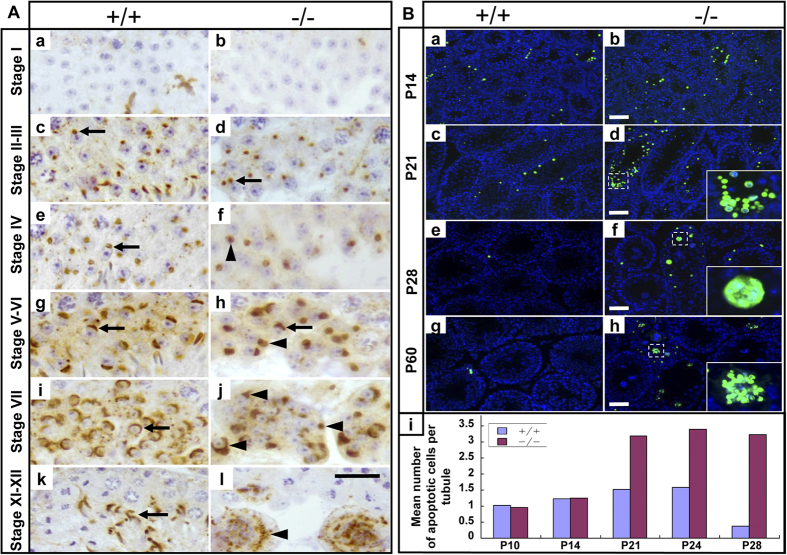
Impaired spermiogenesis and germ cell apoptosis in *Rfx2* mutant mice. (**A**) Spermiogenesis was arrested at an early step in *Rfx2* mutant mice. Testis sections of adult WT and mutant mice were immunostained for the acrosome marker AFAF. Arrows indicate normal acrosomes of different steps as indicated. Arrowheads show abnormal acrosomes in mutant mice. Scale bar, 25 μm. (**B**) Absence of *Rfx2* resulted in germ cell apoptosis. TUNEL staining of testis sections from WT (a,c,e,g) and mutant (b,d,f,h) mice at P14 (a,b), P21 (c,d), P28 (e,f) and P60 (g,h). Insets (f,g) show apoptotic multinucleate giant cells. (i) Quantitative results of apoptotic cells detected in sections from WT and mutant mice. Scale bar, 50 μm.

**Figure 5:**
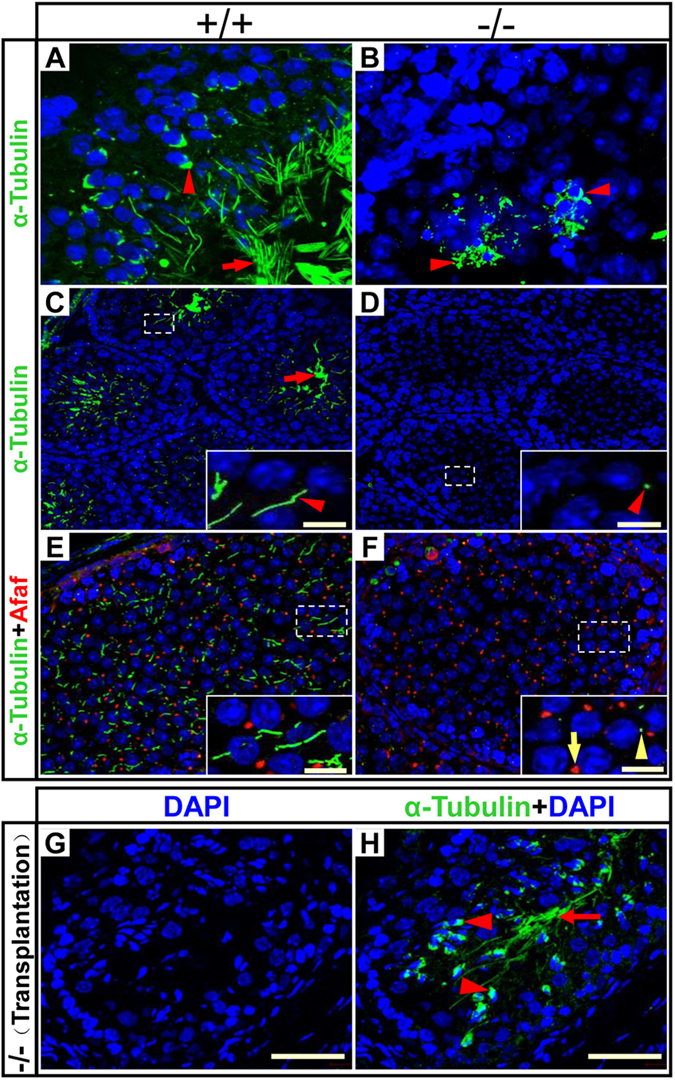
*Rfx2* mutants have defects in sperm flagella assembly. (**A**–**D**) Testis sections of adult mice (**A,B**) or P24 mice (**C,D**) were stained with antibody against **α**-tubulin (green). **α**-tubulin was located in the manchette (arrowhead) and flagella (arrow) of normal spermatids, while in mutant mice, the manchette structure (arrowhead) of degenerating spermatids was still stained with **α**-tubulin but the flagella were undetectable. Scale bar, 10 μm. (**E,F**) AFAF (red) and **α**-tubulin (green) staining of P24 mice testis sections. Round spermatids at an early step in mutant mice had normal acrosome (arrow) while the flagella were missing. Only small green dots representing unassembled flagella were observed (arrowhead). Scale bar, 10 μm. (**G,H**) Sections from *Rfx2* mutant testis transplanted with WT germ cells were stained for **α**-tubulin. Arrowheads indicate manchette structure and the arrow indicates flagellum. The nuclei were stained with DAPI. Scale bar, 50 μm.

**Figure 6:**
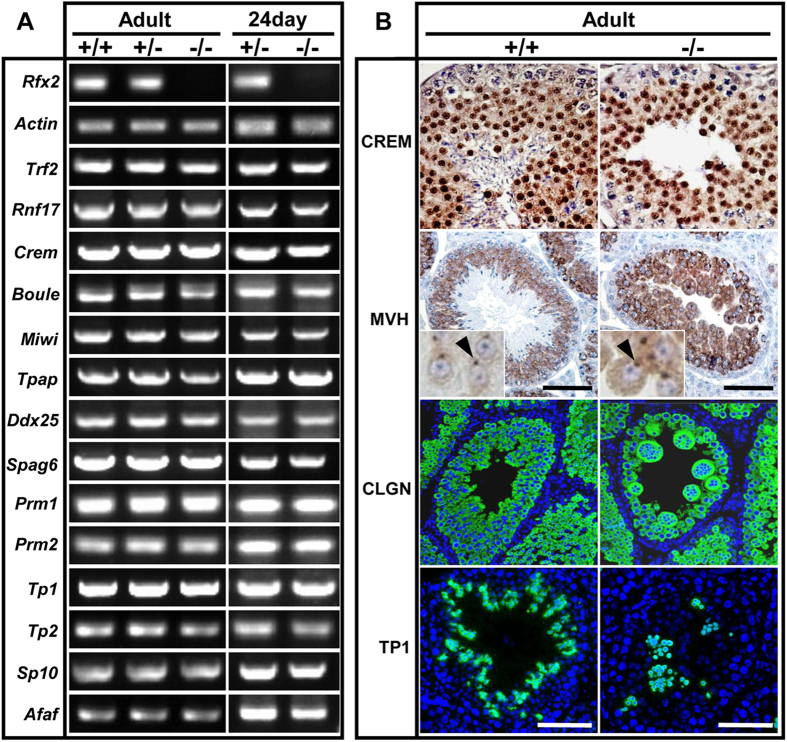
RFX2 does not act through known spermatogenesis regulators. (**A**) RT–PCR analysis of gene expression. The expression of transcription factors *Trf2* and *Crem* as well as other important spermiogenesis genes were not affected by Rfx2 knockout. *Actin* was used as the internal control. (**B**) Sections of WT and *Rfx2* deficient testes were immunostained with the anti-CREM, anti-MVH, anti-CLGN and anti-TNP1 antibodies, respectively. The expression pattern of these proteins between (+/+) and (^*−/−*^) were indistinguishable. Arrowheads indicate chromatoid bodies labelled by MVH. Scale bar, 50 μm.

**Figure 7:**
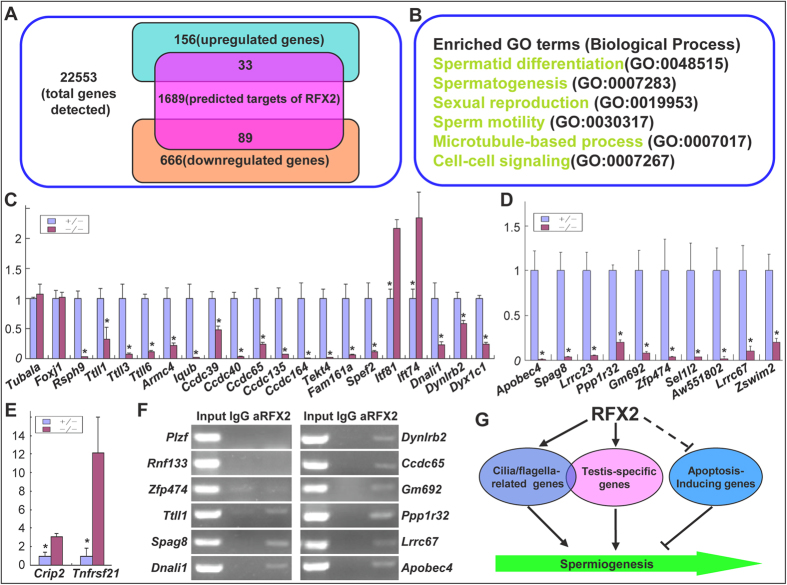
Analysis of RFX2-dependent gene expressions during mouse spermatogenesis. (**A**) Numbers of differentially expressed genes in heterozygous and *Rfx2* mutant testis and predicted target genes of RFX2. (**B**) Gene Ontology terms significantly enriched among differentially expressed genes. (Biological process category only; P value < 0.05). (**C**–**E**) Real-time PCR validation of cilia/flagella-related genes (**C**), testis-specific genes (**D**) and apoptosis-inducing genes (**E**) selected from the differentially expressed genes. Data presented as mean ± SD were obtained from at least three individual testes. *p < 0.01. (**F**) ChIP-PCR validation of some predicted RFX2 target genes in (**C**,**D**). Two negative controls were included using primers flanking genomic segments of *Plzf* and *Rnf133* genes that were predicted not to contain binding sites of RFX2. (**G**) A model on the involvement of RFX2 in the regulation of spermatogenesis. Solid lines indicate direct transcriptional control and dashed line indicates undefined regulatory mechanism.

# Supplementary material for: Transcription Factor RFX2 Is a Key Regulator of Mouse Spermiogenesis
**Source:** Sci Rep. 2016 Feb 8;6:20435. doi: 10.1038/srep20435
**Supplement:** Supplementary Information

# Transcription Factor RFX2 Is a Key Regulator of Mouse Spermiogenesis

Yujian Wu1, Xiangjing Hu1, Zhen Li1,2, Min Wang1, SisiLi1,2, Xiuxia Wang1, Xiwen Lin1,Shangying Liao1, Zhuqiang Zhang1，Xue Feng1，Si Wang1,2, Xiuhong Cui1，Yanling Wang1, Fei Gao1，Rex A. Hess3, Chunsheng Han1*

**Supplemental Materials**

**Supplemental Data:**

**Figure S1. Some mutant mice showed severe growth retardation with age.** Comparison of the body size of control (+/+) and *Rfx2* deficient (-/-) mice at P10, P15 and P20, respectively.

**Figure S2. Female *Rfx2-/-* mice are fertile.** (A) Fertility of *Rfx2*-null Male and Female. Males and females of the three different genotypes were tested for fertility with wild-type males and females. Data presented as mean ± SD. (B) Histological analysis of ovaries from wild-type and mutant mice showed no obvious abnormalities in the *Rfx2-/-* ovaries. Bar, 100 µm.

**Figure S3. Spermatogenesis was delayed in some mutant mice at P21.** In some mutant mice, the numbers of tubules containing round spermatids and of round spermatids in these tubules were significantly less than the control mice. The asterisks represent tubules containing round spermatids, and arrows indicate round spermatids. Bar, 50 µm.

**Figure S4. Normal WT1 and PLZF staining and normal chromosome pairing in *Rfx2-/-* testis.** (A-D) Testis sections from control and mutant mice were stained for WT1 and PLZF. The numbers of sertoli cell (A, B) and undifferentiated spermatogonia (C, D) are comparable between control and *Rfx2-/-* mice. (E) Immunofluorescence images of chromosome spreads stained with anti-SYCP3 and anti-γH2ax antibodies. Meiotic chromosome pairing and sister chromatid (SC) formation is normal in *Rfx2-/-* mice.

**Figure S5.** **The expression of known spermatogenesis regulators are not affected in *Rfx2* mutant mice**. Real-time PCR validation of the known regulators of spermatogenesis. Data presented as mean ± SD were obtained from at least three individual testes. *p < 0.01.

**Figure S6. Fold change of differentially expressed genes in *Rfx2* mutant testis.** (A) Fold change of all differentially expressed genes in Rfx2 mutant testis. (B) Fold change of differentially expressed genes which are highly or specifically expressed in testis.

**Figure S7. Gene Ontology terms significantly enriched among down-regulated genes in *Rfx2* mutant testis.** (A) Gene Ontology terms significantly enriched among down-regulated genes in *Rfx2* mutant testis. (B) Gene Ontology terms significantly enriched among down-regulated genes which are highly or specifically expressed in testis. (Biological process category only; P value <0.05)

**Figure S8. Plots of the mRNA expression level of selected genes based on the RNA-seq FPKM values.**

**Figure S9. X box motifs present in the 5' control region of many downregulated cilia/flagella-related genes and testis-specific genes**. The X-box consensus sequence that is simplified from the standard consensus motif (5’-GTNRCC(0-3N)RGYAAC-3’ ) is shown at the top, where N is any nucleotide, R is a purine and Y is a pyrimidine . A gap aligned with the two NNs just means that the hit has one N. The location of these motifs is given relative to the transcriptional start sites.

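The standard motif has a left arm, a gap of 0 to 3 bases and a right arm, and locations count from the annotated start site in NCBIM37 (mm9), with negative positions upstream. In Dynlrb2 the X-box GTTGCCTAGCAAC lay from -51 to -39, and in Spef2 GTCGCCCAGGGCAAC lay from 8 to 22 on the opposite strand. Ccdc40 had GTAGCCTAGCAAC from 544 to 556 and GTAACCATGGCAAC from 867 to 880. Of the testis-specific genes, Lrrc67 had GTCGCCTGGCAAC from -20 to -8, Zswim2 GTTACCGCAGCAAC from -33 to -20, Lrrc23 GTAACCTGGCAAC from -164 to -152, and Gm692 GTTGCCTAGCAAC from -19 to -7 on the opposite strand. The ChIP-PCR primers of Supplementary Table S2 amplify between 117 and 492 bases near the start sites of their genes. The amplicons of Lrrc67, Gm692 and Dynlrb2 each hold 1 X-box without mismatch. Those of Ppp1r32, Apobec4, Ttll1 and Ccdc65 hold a match only when 1 mismatch is allowed, and those of Spag8 and Dnali1 hold none even then. The amplicons of Rnf133 and Plzf, the paper's negative controls for ChIP-PCR, also hold none.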

| **Table S1. qPCR primers.** | |  |  |
| --- | --- | --- | --- |
| **Gene** | **Forward primer 5' to 3'** | | **Reverse primer 5' to 3'** |
| *Ift74* | GAGGAAACGAAGAATCAGGAACT | | TTCAGCTCTTGGTTGGTGATG |
| *Ift81* | TTCATCGTGGACAGCCTCAAT | | CATCTTGCTTGGGGTCAATCT |
| *Dynlrb2* | GAATCCAGAGTCACAAAGGGG | | GACCCGCATACTGAACCGTT |
| *Ttll1* | GAAGTGGGTCACTGACATTGAG | | ACGTTGCGAATGGTTTGCAC |
| *Ttll3* | AGAGAAGTCACAGTCCATCTCC | | AGCCTCATCGACAAAGTCTGA |
| *Ttll6* | AAGCCCTTCATCATCGACGG | | TGTCTAGGTTAGGGTGGGAGTAA |
| *ccdc39* | GAGCGAAGAACATTTTAAGGCCA | | TTCAAGTCATCCAGCTTTTGAGT |
| *Ccdc40* | GCCCTGAGGTATCACCACAG | | CCCCCGCCTTCAGTTGTAATG |
| *Ccdc65* | CCCCTGTCCGAGGAAGATCA | | GAGGATGGTTCTCCACTGCG |
| *Ccdc135* | AGGAGGCTGAGCGTGAAGA | | AGTTGGTGGTATAGGAAGGAGG |
| *Ccdc164* | GAACTGTGGGAGATGCTCAAC | | TGATGTCTTCCGACTGTTTCTTC |
| *Spef2* | ACCGTGAGTCCCAAGTCATTT | | GTTGAACCCCTGCTCTCTGAA |
| *Rsph9* | CACTGCTCACGTCCCTTATGC | | GCGATGTAGTAATCCGCCACA |
| *Iqub* | ATGTCTGATCCCGAGGAAGAA | | CTCTGGCATCACATCTGACCC |
| *Fam161a* | AAAGCTAAATCCTTGACACCCAA | | TGGCTCGGAATTTCTTCTTACAC |
| *Tekt4* | GGCCCCACAGTCAATAGATGT | | GGGCATAAGAGTTCTGAAACCA |
| *Armc4* | GGACTGCTGCGGGATATGAG | | AATGCTGAGGGTTCCAAATATGT |
| *Wdr69* | AATTGCCACGGGGTCTTTTGA | | TGAATGTCCCATAATTTGGCTGT |
| *Dnali1* | GGTGAGCCGGAATACAGAGAA | | TGTTTGGTAGGATCTGGGACA |
| *Dyx1c1* | TGCGCGATGCTGACGTATT | | AGAAAGGCTATCCCACAGAACT |
| *Foxj1* | CCCTGACGACGTGGACTATG | | GCCGACAGAGTGATCTTGGT |
| *Tuba1a* | CGCCCAACCTACACTAACCTA | | CCAGAGGGAAGTGGATACGAG |
| *Tnfrsf21* | GCCATGTTGACCGTACCACT | | CAGACTCGCAGGCTCATGTT |
| *Crip2* | CAAGGACTGGCACAAGTTCTG | | CCCCGATGTTCACGCCTTT |
| *Gm692* | ATGCCGACCCTGGGAGTAAA | | AGCCTCTGCTTAGTCAATGCC |
| *Lrrc23* | AGATGATGTGGATGACGTTGATG | | CAGAGTAATGAGAGCCCTTCCT |
| *Apobec4* | GGAGTCACAACCACCCAGAAG | | AGCCTCGTTACAAGGGGAGTT |
| *Sel1l2* | GTGTCTGTGAACTAGGCCACT | | CATATCCCATTTCGGCAAGCA |
| *Spag8* | CCTGGACAGGGTCCTAAGTTC | | GGAGGTTTATATGGCCCTCTCA |
| *Zswim2* | CTTCGCGGAGGCTGTAAAG | | GCAGGAGATAGATGCTGCTACTC |
| *Zfp474* | CACAAGGAACTATCCACCTCTCC | | GTTTTTGGTTAGACCGCCACA |
| *Ppp1r32* | CTATGGTCGGGAGGAGTTTAAGC | | TAGGGGAGAGTAGCTCTGACT |
| *Lrrc67* | CTGACGGTGGATTTAATTGCCA | | AGAGAGAGGTCATCAATCGAGTC |

| **Table S2. CHIP-PCR primers.** | |  |  |
| --- | --- | --- | --- |
| **Gene** | **Forward primer 5' to 3'** | | **Reverse primer 5' to 3'** |
| *Rnf133* | AGCTCTTGCTGAAACATGC | | GACTTGAATAGCCAACCCA |
| *Lrrc67* | TAATCTGCCTGGGCGTTTG | | GGCTTCTCACCGCTCTGTC |
| *Gm692* | CCCTAATCCCTGCACCTTA | | CCTCATACTTTCTGCCGTTT |
| *Ppp1r32* | CTGTTGCTAGGTGCTGGTT | | ACCTCCCTGTGGAAGTTGA |
| *Apobec4* | AAGTGTCAGAGCCGTATCCT | | GCACCTGTGCCATCAAGAC |
| *Spag8* | GGAAGACACGAACACATCAAG | | GTCTCCTGGAGTTGTTTGC |
| *Dnali1* | TCTTCTCCCAACCTCCATC | | AACCGAAACAGACCTAACG |
| *Ttll1* | ATTACAGCAGTTGAAGGCACA | | ATACCGAGGCAGGAAAGAA |
| *Ccdc65* | CTGTTCTACGAAATCCGATGC | | CTCTGTCCTCCACGCCAAG |
| *Dynlrb2* | GGCTACCTACACTTGCCTGAC | | CTCCCAGATTCATCTCAACAC |
| *Plzf* | GGCTCCGTAAGCGGTAAGT | | CTAGCACCACCCGCCTAAA |

How the deposited data were processed for this re-analysis (not part of the article)

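RNA was measured in whole testes of 24-day-old mice, from 2 Rfx2 mutant samples and 2 control samples. The paper describes the controls as heterozygous and the mice as of mixed background, while the sample labels describe the controls as wild type and give the strain as DBA. The paper's description is used. The authors aligned the reads to mm9 with TopHat, and they deposited for each sample the FPKM of each gene from Cufflinks with the lower and upper bounds of its confidence interval. These values are normalized by the authors for gene length and sequencing depth within a sample, and the files show no scaling between samples. The output of Cuffdiff, which made the paper's gene lists, cannot be made again from the deposited FPKM.

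The design of the comparisons, the named genes, the lists of cell markers and most alternatives were fixed before the data were examined. Values of entries that share a gene symbol were summed, giving 22311 genes. A pseudocount of 1 was added and the log2 was taken. Genes with an FPKM of at least 1 in at least 2 of the 4 samples were tested, 12985 in all. Mutant 1 and 2 were compared with control 1 and 2 in limma 3.58.1 under R 4.3.3 (lmFit, and eBayes with a mean-variance trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The same functions were tested on simulated data with 200 genes changed 2-fold or 4-fold. They called 28% of the changed genes and 55% of those changed 4-fold, with 2 unchanged genes called and a median error of the log2 fold change of -0.0058. Tables were made with python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

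The paper gives 53 and 62 M reads for the mutant and 63 and 59 M for the control samples. The width of the confidence intervals corresponds to 17.2 to 20.4 M fragments per sample. For genes with under 30 such fragments, the number was whole in 77.8% to 78.9% of entries, so it is an estimate and not a count. Values of genes with few fragments are imprecise at this depth, and the pseudocount shrinks their fold changes. With 2 samples per genotype, the spread of a single gene rests on 2 residual degrees of freedom and on the trend across genes. A replicate block leaves fewer, and with the block from the labels some p-values are implausibly small.

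The genes named are every gene the paper names for RNA-seq, real-time PCR, RT-PCR or ChIP-PCR, Rfx1 to Rfx8, and the 5 largest rises and the 5 largest falls with an adjusted p under 0.05 and both mutant samples on the same side of both control samples, 70 in all. A named gene under the filter, Rfx6, has values and no test. Ppp1r32, Gm692, Aw551802 and Afaf were found under RIKEN clone names. Dnah genes are listed in the files under Dnahc symbols. Medians of gene lists were ranked among 10000 random lists of the same size drawn from 20 bins of mean expression, with a fixed seed. X-boxes were searched within 1000 bases of the most upstream annotated start in NCBIM37 (mm9), with a gap of 0 to 3 bases. Sets of genes were compared by two-sided Fisher's exact tests. A position was found for 21401 of the 22311 symbols, and GC content and length for 98.0% of the genes tested.

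The alternatives were pseudocounts of 0.1 and 0.01, no filter, filters at an FPKM of 0.1 and 5, median-ratio scaling, quantile normalization, eBayes without a trend, robust eBayes, a replicate block from the labels, the entry with the highest FPKM in place of the sum, the ratio of mean FPKM without a pseudocount, each replicate left out in turn, a window of 300 bases and 1 mismatch for X-boxes. Chosen after seeing the data were the crossed replicate block, limma-voom on the fragment numbers that the confidence bounds correspond to, the GC and length correction in 10 bins of length, that correction with the replicate block, and X-boxes near any annotated transcript start. Leaving out a replicate leaves 1 sample in a group, so only values are given. Functional annotation with DAVID, the list of 140 testis genes and the authors' promoter program were not repeated here. The real-time PCR, RT-PCR, ChIP-PCR and staining experiments were not analysed here.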

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

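The test of GC content and length and the marker medians of each mutant were chosen only after the result was seen. Among the genes with the largest changes were 8 that the paper does not discuss, which is what drew attention to them. The log2 fold changes of the rises were 3.31 for Gnaz, 2.59 for Ccl1, 2.15 for Dbn1 and 2.11 for Pou2f3. Those of the falls were -5.61 for Ccdc42 and -5.91, -5.63 and -5.59 for the genes listed under RIKEN clone names on chromosome 19 from 11171306 to 11205368, on chromosome 5 from 30768420 to 30786461 and on chromosome 14 from 33189688 to 33201559 of NCBIM37 (mm9). Gnaz had FPKM of 22.7 and 22.7 in the mutant and 1.80 and 1.03 in the control samples (adjusted p = 0.000198 from limma). The FPKM of the RIKEN gene on chromosome 19 was 0.301 and 0.431 in the mutant and 83.8 and 78.2 in the control samples (adjusted p = 1.58e-05 from limma). In all 8 genes both mutant samples lay on the same side of both control samples. This and an adjusted p under 0.05 were conditions of their selection.

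Technical explanations were weighed for these genes. None of the 8 lies on chromosome 17, where Rfx2 is, so the region around the targeted allele that came from the embryonic stem cells does not account for them. Of the genes within 10 Mb of Rfx2, 5.21% were changed, against 2.73% of the others, a difference that was not shown with 5 changed genes (two-sided Fisher's exact test, p = 0.193). After the GC and length correction the log2 fold changes were 3.21 for Gnaz, 2.56 for Ccl1, 2.05 for Dbn1, 2.06 for Pou2f3 and -5.66 for Ccdc42. With median-ratio scaling they were 3.29 for Gnaz, 2.57 for Ccl1, 2.12 for Dbn1, 2.10 for Pou2f3 and -5.62 for Ccdc42. Across all settings with the 4 samples, those of the RIKEN genes ran from -7.77 to -5.73 on chromosome 19, from -8.70 to -5.42 on chromosome 5 and from -7.81 to -5.36 on chromosome 14. All 8 stayed on the same side of the threshold under each alternative with a test. Cell composition was weighed by marker lists. The median log2 fold change was -0.43 for elongating spermatid markers (percentile 0.0 of matched random lists) and -0.049 for round spermatid markers (percentile 5.96), both much smaller than the falls of these genes. In mutant 2 alone these medians were 0.16 and 0.33 against the control samples, while the FPKM of Ccdc42 was 0.540 against 94.0 and 61.1 in the control samples. The Sertoli cell markers had a median of 0.18 (percentile 99.36), much smaller than the 4 rises. The falls of these genes are larger than that of any single elongating spermatid marker (lowest -2.26), and the rises larger than that of any single Sertoli cell marker (highest 0.28). Reads shared between paralogs and strain variants in these genes were not tested.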

How the results depend on the processing

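Fold changes depended on the pseudocount. With a pseudocount of 0.01, the median log2 fold change of the verified testis-specific genes went from -4.11 to -5.20. The number of genes at an adjusted p under 0.05 also depended on the processing. Against 327 lower and 40 higher genes, 199 were lower and 17 higher without a filter, 202 and 17 with an FPKM of at least 5, and 216 and 16 with median-ratio scaling. There were 525 lower and 70 higher genes with the replicate block, where some p-values are implausibly small, and 67 higher genes with robust eBayes. With settings chosen after seeing the data, the numbers were 213 and 15 with the GC and length correction, and 216 and 17 with the replicate block and that correction together. The numbers stayed within 1.5 times under the other settings, including the crossed replicate block (266 and 28) and limma-voom (289 and 36). Lower genes outnumbered higher genes under every setting. At an unadjusted p under 0.05, where 261 genes were higher, there were 532 without a filter, 444 with an FPKM of at least 0.1, 438 with quantile normalization and 140 with an FPKM of at least 5. The cause of these changes was not tested.

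At least 2-fold higher were 45 genes, which became 102 with a pseudocount of 0.1, 112 with a pseudocount of 0.01 and 26 with an FPKM of at least 5. Across the 4 comparisons that each left out one replicate, from 60 to 100 genes were at least 2-fold higher and from 326 to 709 at least 2-fold lower, against 372 with all samples. The 709 came without mutant 2 and the 100 without mutant 1. No calls were made with a replicate left out, since 1 sample was left in a group.

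The median log2 fold change of the verified cilia/flagella-related genes was -2.82, with -3.21 from the ratio of mean FPKM and from -2.95 to -2.68 with one replicate left out. That of the testis-specific genes was -4.11, with -5.21 from the ratio of mean FPKM and from -4.30 to -3.93 with one replicate left out. The median of the 14 genes of Fig. 6A, the known regulators of spermatogenesis with the post-meiotic genes, was -0.065 at percentile 2.15. The 7 post-meiotic genes were all lower, while of the 7 known regulators 5 were lower and 2 higher, so this percentile is not a result for the regulators alone. It was -0.065 at percentile 2.57 without a filter, -0.065 at 2.59 with an FPKM of at least 0.1, -0.049 at 4.17 with limma-voom and -0.042 at 9.37 with the GC and length correction, no longer in the lowest 2.5% of random lists. With one replicate left out, the median of the 14 genes ran from -0.16 to -0.035.

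Pearson's r of the mutant samples was 0.981, with 0.847 without a log, 0.979 with a pseudocount of 0.1, 0.978 as Spearman's rho and 0.966 for genes with an FPKM of at least 1. That of the control samples was 0.989, with 0.985, 0.986, 0.986 and 0.982 in the same order. All differ from the main coefficients by more than the sampling interval across genes, which is narrow with so many genes.

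Of the X-box odds ratios, that of the lower genes stayed above 1 with a two-sided Fisher's exact p of at most 8.81e-14 under each alternative, from 2.73 to 5.94. That of the higher genes ran from 1.11 to 1.78, and its p stayed above 0.05.

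Rfx2 kept its log2 fold change, but its adjusted p was above 0.05 under 5 settings, the highest being 0.0730 with median-ratio scaling. The adjusted p of Ift81 was above 0.05 under 10 settings, 0.0511 with a pseudocount of 0.1 among them, and that of Ift74 under 5. The log2 fold change changed sign for 4 genes near 0. Boll was 0.0073 with quantile normalization and 0.029 with limma-voom. Piwil1 was -0.014 with median-ratio scaling, -0.0058 with quantile normalization and -0.026 with the GC and length correction, with or without the replicate block. Afaf was 0.0069 with that correction, with or without the block, and 0.046 as the ratio of mean FPKM. Zbtb16 was -0.0045 with median-ratio scaling, -0.080 with the correction, with or without the block, and -0.030 as the ratio of mean FPKM.

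With one replicate left out, some genes near 0 or with unequal replicates changed sign. Their log2 fold changes ran from -0.12 to 0.36 for Tuba1a, from -0.17 to 0.042 for Rnf17, from -0.17 to 0.017 for Crem, from -0.15 to 0.11 for Boll, from -0.065 to 0.079 for Piwil1, from -0.20 to 0.067 for Papolb, from -0.15 to 0.078 for Ddx25, from -0.11 to 0.037 for Spag6, from -2.58 to 0.12 for Tnp2 and from -0.68 to 0.31 for Acrv1. They also ran from -0.59 to 0.48 for Afaf, from -0.25 to 0.25 for Zbtb16, from -1.38 to 0.22 for Rnf133, from -0.40 to 0.11 for Rfx1, from -0.11 to 0.18 for Rfx4, from -0.12 to 0.27 for Rfx5, from -0.16 to 0.27 for Rfx7, from -0.087 to 0.24 for Rfx8 and from -0.10 to 0.23 for Gapdh. The cause was not tested. Under the other settings with all 4 samples, 32 values for single genes became weaker and 7 stronger.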

Differences from the paper's values

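The paper gives 156 up-regulated genes, and 261 genes were higher in mutant testes at an unadjusted p under 0.05 from limma. Of the 11 alternatives set before the data were examined, the number came within 1.5 times the paper's with an FPKM of at least 5 (140) and with the replicate block (192), and not under the other 9. The paper's 666 down-regulated genes and 867 here, and the paper's 22553 detected genes and 19502 here, lie within 1.5 times of each other. A split of the samples that mixes the genotypes gave 1350 genes at an unadjusted p under 0.05. Numbers at that threshold therefore do not by themselves measure the effect of genotype. The lowest number of entries in a file is 22553, the paper's number.

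The paper gives 9 verified cilia/flagella-related genes with a predicted site, and 3 had an X-box without mismatch here. For the verified testis-specific genes the paper gives 10, and 4 had one here. With 1 mismatch allowed, set before the data were examined, the numbers were 12 and 9, within 1.5 times of the paper's. With a window of 300 bases they were 2 and 4, which left the gap open. The paper's 122 changed genes with a site and 117 here are within 1.5 times of each other, but with 1 mismatch allowed there were 666.

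The other differences concern the ratio of mutant to control in real-time PCR, with the paper's errors given as SD. With the main settings, this ratio lay within 1.5 times of the paper's for Tuba1a, Foxj1, Ttll1, Ttll6, Armc4, Ccdc39, Spef2, Ift81, Ift74, Dnali1, Ppp1r32 and Lrrc67. This limit is wide, since it takes in Foxj1 at 0.683 against about 1 in Fig. 7C, read by eye. For Ccdc65 the ratio is about 0.24 in Fig. 7C, read by eye, and was 0.142 in the RNA-seq values. For Dyx1c1 it is about 0.24 in Fig. 7C, read by eye, and was 0.558. For Zswim2 it is about 0.2 in Fig. 7D, read by eye, and was 0.0555. For Crip2 it is about 3.1 in Fig. 7E, read by eye, and was 1.67. Of the 16 alternatives set before the data were examined, 7 leave the ratio as it is, and none of the other 9 brought it within 1.5 times for these 4 genes. For Dynlrb2 the ratio is about 0.58 in Fig. 7C, read by eye, and was 0.336. It came within 1.5 times of the paper's only without mutant replicate 2, and was still lower there (0.389). It did not under the 8 other alternatives set before the data were examined that changed the ratio. For Tnfrsf21 it is about 12 in Fig. 7E, read by eye, and was 6.54. It came within 1.5 times of the paper's with a pseudocount of 0.1 (10.1), a pseudocount of 0.01 (10.8), the ratio of mean FPKM (11.1) and without mutant replicate 1 (8.26). It did not under the 5 other alternatives set before the data were examined that changed the ratio. The real-time PCR samples are not the RNA-seq samples as far as the paper's text states.

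The paper reports that the transitional proteins and protamines did not differ in expression, while their log2 fold changes here were -1.71 for Tnp1, -1.23 for Tnp2, -1.89 for Prm1 and -1.86 for Prm2, none with an adjusted p under 0.05 in limma without a replicate block. The paper reports Foxj1 as not changed, and its log2 fold change here was -0.55 with an adjusted p of 0.807.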

Other observations

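The tests on the protamine and transitional protein genes, the marker medians of each mutant and the test of GC content and length were chosen only after the results were seen. The limit for GC content and length was first set, after the numbers were known, at a fall to 10% or less of the genes, which the fall from 327 to 213 lower genes does not reach. It was replaced by the limit of 1.5 times that had been set for library scaling, and under that limit the reading of the test changes.

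Library scaling and GC content or length each moved the number of changed genes at an adjusted p under 0.05 by more than 1.5 times. With median-ratio scaling, 216 genes were lower and 16 higher at an adjusted p under 0.05. After the GC and length correction, 213 were lower and 15 higher. The scale factors of the samples ran from 0.954 to 1.07. At an unadjusted p under 0.05 the numbers stayed close to 867 lower and 261 higher, with 866 and 250 under median-ratio scaling and 917 and 268 after the correction. The numbers of genes changed at least 2-fold went from 372 and 45 to 377 and 44 with median-ratio scaling. The adjusted calls depend on these settings, and the fold changes were little moved.

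In the genes of Fig. 6A, which the paper measured by RT-PCR, none of the 14 had an adjusted p under 0.05 in limma, with 12 lower and 2 higher in mutant testes. Prm1 had FPKM of 136 in mutant 1 and 1195 in mutant 2, against 1792 and 1266 in the control samples. Prm2 had 93.4 and 969 against 1370 and 875, Tnp1 had 152 and 999 against 1615 and 1015, and Tnp2 had 240 and 1571 against 1810 and 1154. With the replicate block from the labels, the adjusted p was 2.99e-05 for Prm1, 3.20e-06 for Prm2 and 0.000132 for Tnp1. Some p-values of that fit are implausibly small, so no change is read from these. With the crossed replicate block the adjusted p was 0.392, 0.422 and 0.310 for these genes.

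A candidate explanation for the low values of these 4 genes in mutant 1 is that its testes held fewer spermatids. The paper found no elongating spermatids in older mutant testes, so markers named for them cannot be read as a number of such cells. It also reports delayed spermatogenesis in some younger mutants, with fewer round spermatids. The other 10 markers of elongating spermatids had a median log2 difference of mutant 1 from mutant 2 of -1.40, at percentile 0.0 of matched random lists. Loss of short transcripts was tested on genes with at most 1000 bases of exon, whose median difference was -0.029, and scaling of mutant 1 against mutant 2 on all tested genes, whose median difference was 0.118. Against the median of -2.91 for the 4 genes, the first was too small and the second had the opposite sign. The 4 genes have from 418 to 618 bases of exon, so a loss limited to the shortest transcripts was not tested. Round spermatid markers were also lower in mutant 1 than in mutant 2 (-1.01, percentile 0.0), so the difference was not limited to the elongating spermatid list. The markers of Leydig cells (0.68), macrophages (0.50) and meiotic spermatocytes (0.26) were higher in mutant 1 than in mutant 2. This remains a hypothesis, since it was found and tested on the same data, and the ages of the mice within the day and their stages were not analysed here.

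Cell composition was tested on marker lists written before the test. Round spermatid markers had a median log2 fold change of -0.049 (percentile 5.96) and elongating spermatid markers of -0.43 (percentile 0.0). Against the mean of the control samples, the median of round spermatid markers was -0.52 in mutant 1 and 0.33 in mutant 2, and that of elongating spermatid markers was -1.11 in mutant 1 and 0.16 in mutant 2. The spermatid markers were thus lower in mutant 1 alone. Genes that were as low in mutant 2 as in mutant 1 did not follow them. Ttll1, for example, had FPKM of 5.55 and 4.09 in mutant 1 and 2 against 16.3 and 13.0 in the control samples, and Ccdc39 had 33.7 and 31.2 against 74.9 and 75.7. For genes that were low in mutant 1 alone, fewer post-meiotic cells cannot be told apart from lower expression. Sertoli cell markers were at 0.18 (percentile 99.36), Leydig cell markers at 0.12 (percentile 90.79) and macrophage markers at -0.13 (percentile 4.82). The Sertoli cell median was 0.31 in mutant 1 and 0.025 in mutant 2 against the control samples, so a larger share of these cells may contribute to small rises in mutant 1. Over both mutants, the Leydig cell and macrophage lists did not rise beyond random lists. Against the control samples, the Leydig cell median was 0.32 in mutant 1 and -0.065 in mutant 2. That of macrophages was 0.11 and -0.38. A larger share of Leydig cells in mutant 1 is therefore left open as well. The 5 blood markers had the largest shift of all lists, a median of -0.56 (percentile 0.29), with -1.15 in mutant 1 and 0.63 in mutant 2. The direction of the median over both mutants was the same for each list with median-ratio scaling and quantile normalization.

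Ift74 and Ift81 were higher in mutant testes. The other 10 Ift genes had a median log2 fold change of -0.079 (percentile 5.67), so the rise was not found in the family as a whole. The median of all 12 Ift genes was -0.040, and it flips to 0.014 with quantile normalization. Medians of other families were -0.57 for Ttll (percentile 0.0), -0.26 for Bbs (percentile 0.76), -0.24 for Dnah (percentile 0.89), -0.23 for Tekt (percentile 1.78) and -0.11 for Rsph (percentile 5.58), with the same direction under both scalings.

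Genes within 10 Mb of Rfx2 were changed in 5 of 96 cases, against 345 of 12631 elsewhere (two-sided Fisher's exact test, p = 0.193). Of the X-linked genes, 12 of 548 were lower (two-sided Fisher's exact test, p = 0.887) and 0 were higher (two-sided Fisher's exact test, p = 0.418) at an adjusted p under 0.05. Gtf2a1l, named Alf in the paper, had a log2 fold change of -1.47 (standard error 0.19, adjusted p = 0.00487 from limma). With median-ratio scaling its adjusted p was 0.0706. Rfx3 had a log2 fold change of -0.83 (adjusted p = 0.0982 from limma).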
